# The chicken erythrocyte epigenome

**DOI:** 10.1186/s13072-016-0068-2

**Published:** 2016-05-24

**Authors:** Sanzida Jahan, Wayne Xu, Shihua He, Carolina Gonzalez, Geneviève P. Delcuve, James R. Davie

**Keywords:** Chromatin fractionation, Chromosomal domains, Histone acetylation, H3K27ac, Histone methylation, H3K4me3, Chicken erythrocyte transcriptome

## Abstract

**Background:**

Transcriptional regulation is impacted by multiple layers of genome organization. A general feature of transcriptionally active chromatin is sensitivity to DNase I and association with acetylated histones. However, very few of these active DNase I-sensitive domains, such as the chicken erythrocyte β-globin domain, have been identified and characterized. In chicken polychromatic erythrocytes, dynamically acetylated histones associated with DNase I-sensitive, transcriptionally active chromatin prevent histone H1/H5-induced insolubility at physiological ionic strength.

**Results:**

Here, we identified and mapped out all the transcriptionally active chromosomal domains in the chicken polychromatic erythrocyte genome by combining a powerful chromatin fractionation method with next-generation DNA and RNA sequencing. Two classes of transcribed chromatin organizations were identified on the basis of the extent of solubility at physiological ionic strength. Highly transcribed genes were present in multigenic salt-soluble chromatin domains ranging in length from 30 to over 150 kb. We identified over 100 highly expressed genes that were organized in broad dynamically highly acetylated, salt-soluble chromatin domains. Highly expressed genes were associated with H3K4me3 and H3K27ac and produced discernible antisense transcripts. The moderately- and low-expressing genes had highly acetylated, salt-soluble chromatin regions confined to the 5′ end of the gene.

**Conclusions:**

Our data provide a genome-wide profile of chromatin signatures in relation to expression levels in chicken polychromatic erythrocytes.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13072-016-0068-2) contains supplementary material, which is available to authorized users.

## Background

Histone acetylation plays a critical role in the structure of transcriptionally active chromatin. The seminal studies of Weintraub and Groudine demonstrated that transcribed chromatin has an increased sensitivity to DNase I (approximately twofold to threefold greater than the bulk of chromatin) [1]. The dynamically acetylated histones bound to transcribed chromatin are largely responsible for this DNase I sensitivity. Genomic mapping of acetylated histones (H3K9/14ac, H4K16ac) demonstrated that the acetylated histones are located around the transcription start site of expressed genes [2–4]. However, for α- and β-globin genes in mammalian and chicken erythroid cells, the dynamically highly acetylated histones are broadly distributed to encompass transcriptionally competent and active globin genes. These extensive acetylation patterns display sharp edges where acetylation drops abruptly, defining acetylation domains [5–7]. The boundaries of the acetylated β-globin domain co-map with those of the DNase I-sensitive β-globin chromatin domain [8]. The dynamically acetylated histones also render the active/competent chromatin soluble at low ionic strength (50–150 mM NaCl), by preventing histone H1/H5-mediated chromatin insolubility at physiological ionic strength [9, 10]. In parallel with the decline in acetylated histones and DNase I sensitivity, the chromatin salt solubility at physiological ionic strength falls sharply at the 5′ boundary of the β-globin domain [11].

The DNase I sensitive and dynamically highly acetylated chromatin of the 33-kb chicken erythroid β-globin domain is one of the better characterized domains [12]. Other DNase 1-sensitive domains containing one or more expressed genes have been mapped in chicken and mammalian cells. In the chicken hen oviduct, the *SERPINB14* (ovalbumin) gene and two pseudogenes are in a 100-kb DNase I-sensitive domain [13], while the *GAPDH* gene lies in a 15-kb DNase I-sensitive domain [14]. In human hepatocytes, the *APOB* gene resides in a 50-kb DNase I-sensitive domain [15]. Within the DNase I-sensitive domains are regions of hypersensitivity (about 100-fold more sensitive than bulk chromatin), which are nucleosome-depleted regions associated with regulatory elements such as enhancers, locus control regions and promoters.

The study of the chromatin structure of chicken mature erythrocytes and polychromatic erythrocytes from anemic birds has advanced the field. Polychromatic erythrocytes are transcriptionally active, while mature erythrocytes are transcriptionally inert [16]. Polychromatic and mature erythrocytes are nucleated, non-replicating G0-phase cells. Thus, histone posttranslational modifications related to cell cycle do not confound the analyses of transcribed chromatin. Polychromatic erythrocytes express the adult β^A^-globin gene as do 15-day chicken embryo erythrocytes, but do not express the β^H^-globin gene as do cells of late embryos and newly hatched chickens [17–19]. Approximately 1–2 % of polychromatic and mature erythrocyte chromatin has dynamically acetylated histones [10, 20, 21]. Due to a particularly high density of H1/H5 linker histones [22], the bulk of chicken polychromatic erythrocyte chromatin is extremely condensed and insoluble at physiological ionic strength. However, the dynamically highly acetylated histones associated with transcriptionally active/poised chromatin prevent H1/H5 from rendering active/poised gene polynucleosomes insoluble at physiological ionic strength [9]. Exploiting these properties of chicken polychromatic erythrocyte chromatin, we designed a chromatin fractionation protocol to isolate transcriptionally active/competent chromatin. The polynucleosomes (fraction F1) are enriched in active histone marks including the dynamically highly acetylated four core histones, H3K4me3 and uH2B [23, 24]. Furthermore, F1 chromatin is enriched in u-shaped atypical nucleosomes, which were first discovered by Allfrey’s laboratory [25–27]. The nucleosomes in the F1 fraction rapidly exchange with newly synthesized histones (replication-independent class of histones) and are readily dissociated by DNA intercalators [28–30], demonstrating the lability of the F1 nucleosomes.

Our previous studies have mapped the 5′ boundary of the β-globin chromatin domain that was soluble at physiological ionic strength [11, 23]. We exploited this powerful chromatin fractionation procedure to further map the salt-soluble organization of the β-globin chromatin domain and determine whether other regions of the chicken polychromatic erythrocyte genome had domains of salt solubility akin to the β-globin chromatin domain. In conjunction with next-generation DNA and RNA sequencing (DNA-seq and RNA-seq) as well as chromatin immunoprecipitation-DNA sequencing (ChIP-seq), we could identify all the active chromosomal domains that were soluble at physiological ionic strength. Furthermore, we determined their structural signatures in relation to expression levels of genes contained within the domain. Herein, we present the functional organization of the chicken polychromatic erythrocyte genome.

## Results

### Genome-wide mapping of polychromatic erythrocyte transcribed chromosomal domains

To isolate fraction F1 chromatin, chicken polychromatic erythrocyte nuclei were incubated with micrococcal nuclease, bulk chromatin (S_E_) was released, and chromatin fragments soluble at 150 mM NaCl were isolated and size-resolved [23]. The F1 chromatin consisted of chromatin fragments ranging in size from 0.4 to 3.4 kb, with the average DNA length being 1.5 kb (Additional file 1a). Next-generation DNA sequencing of F1 chromatin generated an uneven profile with clusters of read enrichment varying in intensity and breadth, interspersed with regions depleted in reads. In contrast, the track of bulk chromatin (S_E_) was flat. These data are exemplified in Fig. 1 showing the sequence reads for a 1000-kb region on chromosome 1 and a 2300-kb region on chromosome 9. Both regions displayed long stretches (500–1000 kb) of salt-soluble chromatin interrupted with equally long stretches of salt-insoluble chromatin. Within a F1-enriched region, chromatin salt solubility was fluctuating, and when we zoomed in, we could distinguish several distinct domains within this region, for example see the β-globin (HBB) domain (Fig. 1a, Additional file 1b). The profiles generated from two biological repeats of F1 chromatin (F1-1 and F1-2) were similar. Thus, we only show tracks from F1-2 in the following figures.

**Fig. 1:**
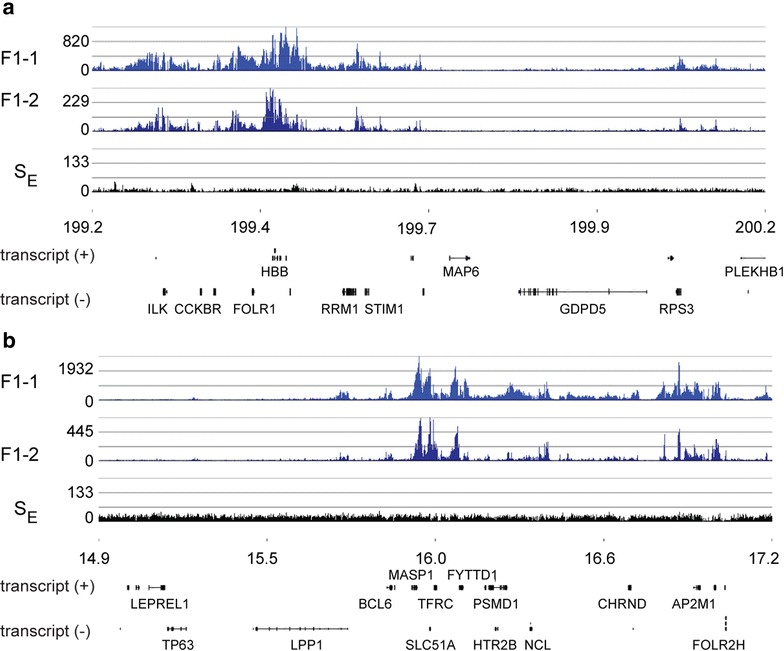
Representative browser snapshots of F1 and S_E_ chromatin DNA-seq. The DNA from two biological repeats of F1 (F1-1 and F1-2) and S_E_ chromatin fractions isolated from chicken polychromatic erythrocytes was sequenced. The positions are indicated in Mbs. **a** Region of chromosome 1. **b** Region of chromosome 9

To visualize the genome-wide profiling of salt-soluble chromatin, we show a Circos plot of F1-enriched sequences (Fig. 2a). The chicken karyotype consists of 38 autosomes and a pair of sex chromosomes (ZW female, ZZ male) and is made up of macro- and microchromosomes. Several arbitrary chromosome classifications exist [31–34]. Here, we use the initial categorization, defining chromosomes 9-38 and W as cytologically indistinguishable microchromosomes [35]. Early studies estimated that microchromosomes constitute 23 % of the chicken genome and contain 48 % of all genes [32]. In agreement, sequencing of the genome showed that gene density is inversely correlated with chromosome length [33]. As seen in the Circos plot of F1-enriched sequences (Fig. 2a), there was a higher density of salt-soluble chromatin in polychromatic erythrocytes on microchromosomes than on macrochromosomes.

**Fig. 2:**
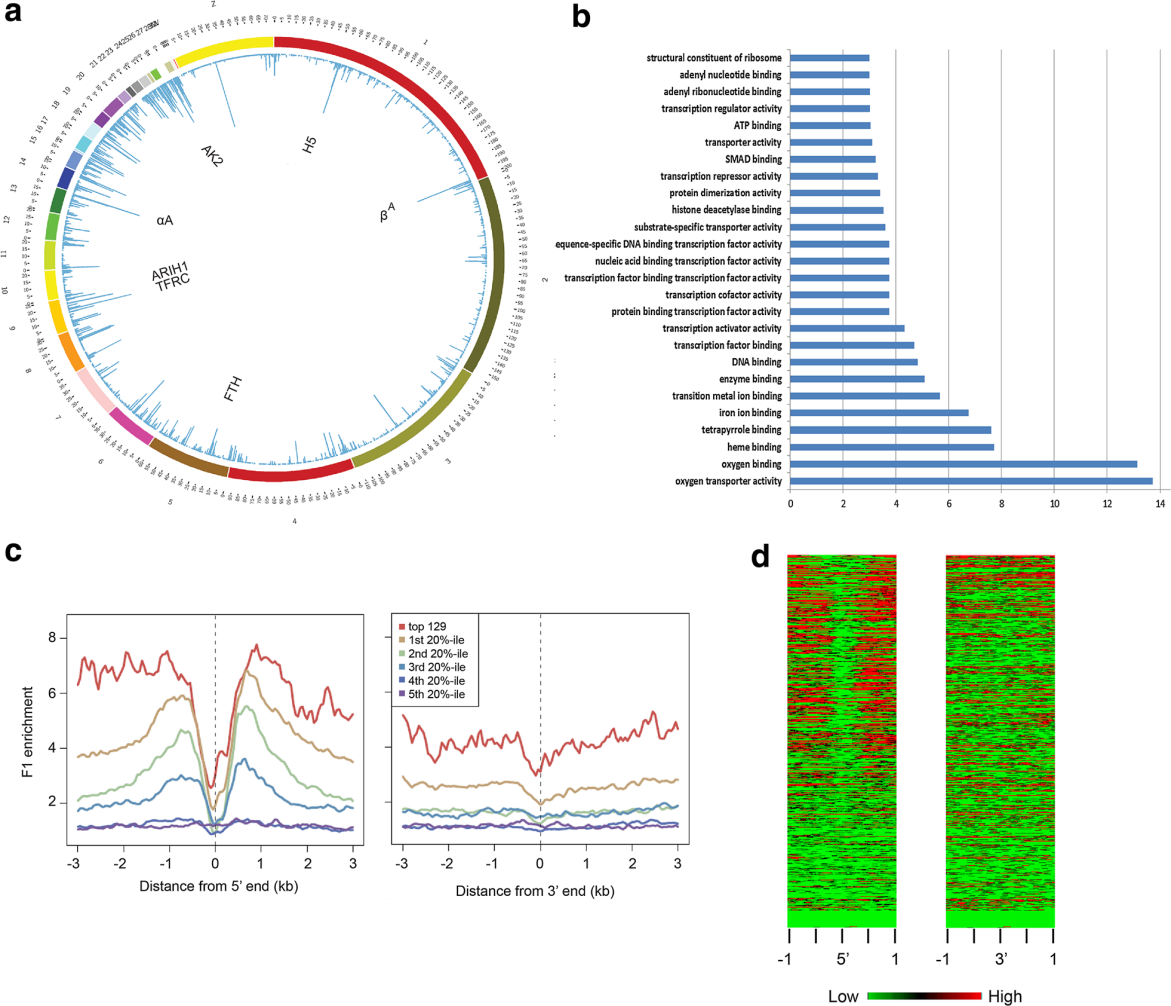
Active chromatin distribution and transcriptional activity. **a** Circos plot of DNA sequence enrichment in fraction F1 polynucleosomes. The *outer ring* represents the chicken chromosomes, and the inner ring details the peak of F1 DNA-seq reads. Some of the most enriched genes are identified. **b** Gene ontology function analysis of fraction F1. The most significantly enriched GO groups (*P* < 0.001 in one-tailed Fisher’s exact test) are displayed. The *X*-*axis* represents the −log_10_ (*P* value). **c** TSS- and TTS-centered profiles of F1 chromatin enrichment for the 129 most expressed genes and for quintile classes based on gene expression levels (Additional file 2). **d** Heatmap of F1 chromatin DNA-seq signals spanning 1 kb on each side of TSS and TTS of genes from the galGal3 RefSeq database. All 5479 genes were ranked from top to bottom, according to their level of expression (Additional file 2)

The F1 reads were used to rank genes contained within salt-soluble chromatin domain. The rank order of these genes was used for GO term analysis. In terms of molecular functions, genes involved in the hemoglobin synthesis pathway were the predominant sets of active genes in F1 chromatin, followed by genes encoding proteins involved in transcription regulation (Fig. 2b). In summary, the chicken polychromatic erythrocyte genome is organized in clusters of discrete salt-soluble chromatin domains, and these expanses of chromatin exhibiting an open structure alternate with long stretches of salt-insoluble chromatin.

### Chromatin domain organization correlates with gene expression levels

Snapshots of F1 and S_E_ chromatin DNA-seq confirmed that the active β^A^-globin resided in a salt-soluble domain (HBB), while sequences from the inactive ovalbumin locus are depleted in F1 (Fig. 1 and Additional file 1b). 

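Cellular RNA was sequenced from 2 cell samples of polychromatic erythrocytes, s1 and s2. Each cell sample was a pool of blood from 12 anemic chickens, and they are taken as replicates 1 and 2. The authors prepared strand-specific libraries, mapped paired-end SOLiD reads to galGal3 with LifeScope, and deposited for each RefSeq gene row the number of reads counted on its exons and the RPKM value. RPKM is the number of reads on a gene divided by its exon length in kilobases and scaled to the library's total reads. The reads counted on the 5479 rows summed to 4141924 in replicate 1 and 3792408 in replicate 2. For replicate 1, the paper's supplementary table gives 55946958 mapped reads, so the counted reads made up 7.40% of them. The RPKM values were not scaled to the mapped reads, since counts, lengths and RPKM values together gave a denominator of 4129944 reads in replicate 1 and 3780044 in replicate 2. At this depth 1 read on 1 kb of exon equals 0.242 RPKM in replicate 1 and 0.265 RPKM in replicate 2. Rows for HBAA, HBM and HBG2 took 34.3% of the counted reads in replicate 1 and 39.2% in replicate 2, so the RPKM value of every other gene depends on the globin reads. Rows named as microRNA genes took 5.89% and 3.95% of the counted reads. From these values the mean RPKM of both replicates was computed for each row, and rows were ranked by it. Rows sharing a gene name were kept as separate rows.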

To determine the correlation between transcriptional activity and chromatin salt solubility at the genome-wide level, the chicken polychromatic erythrocyte transcriptome was characterized by cellular RNA-seq analyses. The 5479 galGal3 RefSeq genes annotated in the UCSC genome database were placed in order of their level of expression (Additional file 2). 

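The ranking by mean cellular RPKM covered 5479 rows, of which 4822 had a value above 0 and 3363 had at least 1 RPKM. For the 1999 highest rows, the mean RPKM differed from the paper's supplementary ranking by at most 0.000482%. The highest row was HBAA, on chromosome 14 of galGal3 from 12729708 to 12730496, with 333077 ± 39199 RPKM (SD, n = 2). HBM, on chromosome 14 from 12726702 to 12727536, followed with 225893 ± 19086 RPKM. HBG2 was at rank 4 with 162074 ± 9952 RPKM. The other 7 of the 10 highest rows carried names of microRNA genes: MIR3528 with a mean of 162885 RPKM, MIR1563 with 155249 RPKM, MIR3538-2 with 82358 RPKM, MIR3535 with 64425 RPKM, MIR1434 with 31661 RPKM, MIR3536 with 22667 RPKM and MIR193B with 20977 RPKM. The difference between HBG2 and MIR3528 was smaller than the SD of MIR3528, which was 44324 RPKM, so their order was not resolved by the replicates. Their exon lengths ranged from 70 nucleotides for MIR1563 to 96 for MIR3528, and RPKM divides by this length. Across genes, the Pearson correlation of log2 RPKM between the cellular replicates was 0.977 over the 4380 rows above 0 in both. Genes are not independent replicates, so no p-value is given. With a pseudocount of 0.01 and all rows, the alternative that moved it most, it was 0.915. Among the 3132 rows at or above 1 RPKM in both cellular libraries, the median absolute log2 ratio of the replicates was 0.19. Of the 1095 rows in the first 20th-percentile class, 1044 were in that class in each replicate alone.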

RNA-seq assessment of cellular transcript levels by RPKM was validated by RT-qPCR analyses. 

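Cellular RPKM values of these 5 genes ranged from 11.0 to 162074. HBG2, the βA-globin gene on chromosome 1 of galGal3 from 199436906 to 199442000, had 162074 ± 9952 RPKM (SD, n = 2). CA2, on chromosome 2 from 127587512 to 127603758, had 13198 ± 9.67 RPKM, and FTH1, on chromosome 5 from 18042642 to 18047153, had 10379 ± 0.764 RPKM. HDAC2, on chromosome 3 from 67445902 to 67472523, had 43.7 ± 3.85 RPKM from 354 and 286 reads. PRMT7, on chromosome 11 from 264296 to 280738, had 11.0 ± 1.27 RPKM from 108 and 84 reads. Each difference between neighbouring genes in this order exceeded the replicate SDs. The paper's RT-qPCR levels relative to 18S rRNA, from cell samples s3, s4 and s5, averaged 4.95 for HBG2, 0.259 for FTH1 and 0.183 for CA2. For HDAC2 the paper's 5 RT-qPCR values lay between 0 and 0.002, and for PRMT7 between 0 and 0.001. The rank correlation of mean RPKM with the mean RT-qPCR level across the 5 genes was 0.900 (Spearman, exact permutation of pairings, two-sided p = 0.0833). By these means the order of CA2 and FTH1 differed between the assays. Their RT-qPCR values overlapped, from 0.146 to 0.283 for CA2 and from 0.232 to 0.319 for FTH1. In the second assay of sample s3, CA2 with 0.266 was above FTH1 with 0.233, as in RNA-seq. With nuclear RPKM values in place of cellular ones, the rank correlation was 1 (exact permutation, p = 0.0167, the smallest p that 5 genes allow). The paper's RT-qPCR used total RNA, so this sets nuclear RNA against another kind of RNA. The nuclear values of HDAC2 and PRMT7 differed by less than the SD of PRMT7. By RT-qPCR, HDAC2 exceeded PRMT7 only in the third assay of sample s3, with 0.002 against 0.001. With RT-qPCR samples s4 and s5 only, where the paper's values of HDAC2 and PRMT7 are all 0, the rank correlation with cellular RPKM was 0.872 (exact permutation, p = 0.100). The RNA-seq and RT-qPCR values come from different cell samples, and the correlation is across genes, which are not independent replicates.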

We show that genes with high (*HBG2*), intermediate (*CA2* and *FTH1*) or low (*HDAC2* and *PRMT7*) RPKM values had relatively similar transcript levels in our validation studies (Additional file 3). We also isolated and sequenced nuclear RNA and found a very high correlation (*r* = 0.82) between cellular and nuclear RNA-seq data sets, as seen in the scatterplot and snapshots of β-globin and *H1F0* (coding for H5) transcripts (Additional file 4). Moreover, RNA-seq data analysis revealed that for the most highly expressed genes, that is about the first 20th-percentile class, there was a low level (about 1 %) of antisense transcription of the coding region (Additional file 5). This antisense transcription was observed for coding regions of cellular and nuclear transcripts (Additional file 4).

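Nuclear RNA was isolated from nuclei of cell samples s1 and s2 and sequenced as 2 libraries, with read counts and RPKM values deposited for the same 5479 rows. The counted reads summed to 1062454 in nuclear replicate 1 and 839389 in nuclear replicate 2, fewer than in either cellular replicate. In replicate 1 they made up 2.26% of the 47049131 mapped reads given in the paper's supplementary table. One read on 1 kb of exon therefore equals 0.947 RPKM in nuclear replicate 1 and 1.20 RPKM in nuclear replicate 2. Over the 4586 rows above 0 in both kinds of RNA, the Pearson correlation of log2 mean RPKM between cellular and nuclear RNA was 0.832. It was 0.871 on the linear scale and 0.775 for the 3115 rows at or above 1 RPKM in both, the alternative that moved it most. The correlation between the nuclear replicates was 0.944 over 4137 rows, and single cellular and nuclear libraries correlated at 0.804 to 0.831. All are correlations across genes, which are not independent replicates. The 2 kinds of RNA were compared by edgeR's quasi-likelihood test on the counts with TMM normalization, over the 3976 rows at or above 1 RPKM in at least 2 libraries. At an adjusted p-value under 0.05 (Benjamini-Hochberg), 1129 rows were higher in nuclear RNA and 1311 were higher in cellular RNA. Which kind held the larger number depended on the processing. On library totals without TMM, 1272 rows were higher in nuclear RNA and 1142 in cellular RNA. Limma on log2(RPKM + 1) gave 1179 and 1069 rows, while DESeq2 gave 841 and 1042. Cell samples s1 and s2 pair the libraries by the labels and the paper. With the cell sample as a block, 771 rows were higher in nuclear RNA and 990 were higher in cellular RNA. Deviations of same-numbered libraries from the mean of their kind correlated at -0.0519. With 2 libraries of each kind, the correlation for differently numbered libraries is the same value with the opposite sign, so this single value is the whole check of the pairing. These log2 differences are relative to the TMM-scaled library totals. On library totals without TMM, an alternative chosen after seeing the data, they were -0.29 for HBG2 and 0.87 for H1F0. HBG2, the βA-globin gene, had 162074 ± 9952 RPKM (SD, n = 2) in cellular RNA and 133028 ± 34020 RPKM (n = 2) in nuclear RNA. Its log2 nuclear to cellular difference was -0.49 (standard error 0.25, derived from the test statistic, edgeR adjusted p = 0.105). With the block the difference was -0.52 (edgeR adjusted p = 0.278), and neither passed the threshold. Its call depended on the rows tested, since it passed the threshold with no filter on low values (-0.70, edgeR adjusted p = 6.36e-05) and without microRNA genes (-0.53, edgeR adjusted p = 0.0458). With each library centred on its median, limma gave 0.084 (adjusted p = 0.888). H1F0, which codes for H5, lies on chromosome 1 of galGal3 from 53073884 to 53079989. It had 436.7 ± 9.63 RPKM (n = 2) in cellular RNA and 800.7 ± 112 RPKM (n = 2) in nuclear RNA. Its log2 difference was 0.67 (standard error 0.19, edgeR adjusted p = 0.00694), and with the block 0.65 (edgeR adjusted p = 0.0856), which no longer passed the threshold. By edgeR without the block, log2 differences of the largest rises in nuclear RNA lay between 6.54 for TNFRSF13B and 7.94 for OPTC. These rises were those of OPTC, MNR2, ADORA1, TNFRSF13B and MIR1801. None of these 5 rows had a cellular read, and their nuclear counts were between 3 and 23 reads. By the same fit, log2 differences of the largest falls lay between -8.35 for MIR1454 and -8.17 for MIRLET7D. These falls were those of MIR1454, MIR30E, GLIPR1, TTC35 and MIRLET7D. Of these, MIR1454 had 825 and 504 cellular reads and 0 and 1 nuclear reads. The other 4 had between 37 and 89 cellular reads and 0 nuclear reads in both libraries. Where a kind of RNA had no read, the size of the log2 difference is set by the small count that edgeR adds. By limma on log2(RPKM + 1), the falls were -3.72 for GLIPR1, -3.70 for TTC35, -7.27 for MIR30E, -7.11 for MIRLET7D and -8.83 for MIR1454. For the rises limma gave 3.17 for OPTC, 4.11 for MNR2, 2.36 for ADORA1, 2.41 for TNFRSF13B and 5.71 for MIR1801. The size and order of the rises thus depended on the test. From the correlation and the signal tracks, the paper describes the cellular and nuclear data sets as very highly correlated.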

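The counts and RPKM values used here carry no strand, so the antisense reads are those of the paper's supplementary table, which lists 1095 genes, as many as the 1095 rows of the first 20th-percentile class by mean cellular RPKM. In the deposited values that class ran from 333077 RPKM for HBAA down to 43.1 RPKM. For the 1075 rows that could be matched by name and position, the paper's sense and antisense reads summed to a median of 94.1% of the mean count of both cellular replicates. Over the paper's 1094 genes with sense reads, antisense reads had a median of 1.01% of sense reads, with quartiles of 0.762% and 1.30%. The largest share was 7.62%, and 47 genes had 0 antisense reads. Summed over genes, the paper's antisense reads were 0.921% of its sense reads, the alternative that moved the share most. For HBG2 the paper lists 336370 sense and 3279.5 antisense reads, a share of 0.975%, beside 380975 and 380354 counted reads in cellular replicates 1 and 2. For HBAA its values give 0.870%. The table gives 1 value per gene, so the spread between replicates of the antisense share is not known.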

There are two types of histone genes; those that are replication dependent and those that are replication independent. 

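The 6 replication-dependent histone rows lie on chromosome 1 of galGal3 between 49963488 and 50045412. HIST1H1C had 16.0 ± 7.51 RPKM (SD, n = 2) in cellular RNA from 34 and 62 reads. HIST2H2AC_dup2 had 13.7 ± 0.990 RPKM from 23 and 19 reads. For the H2B genes, HIST1H2BO had 3.01 ± 0.658 RPKM from 4 and 5 reads and H2B-V had 23.3 ± 0.431 RPKM from 37 and 33 reads. H4 and H4-VII had the same position, 49971396 to 49971707, and the same 1 and 2 reads, so their 1.24 ± 0.651 RPKM is 1 measurement listed on both rows. H2B-V, HIST1H1C and HIST2H2AC_dup2 were at ranks 1567, 1832 and 1941 in the second 20th-percentile class, and HIST1H2BO and both H4 rows were in the third class. Histone genes are near-identical copies, and reads shared among them could have been split or lost in the authors' counting. In nuclear RNA, HIST2H2AC_dup2 had 77.3 ± 8.89 RPKM (n = 2), a log2 nuclear to cellular difference of 2.26 (standard error 0.41, edgeR adjusted p = 2.59e-04). HIST1H1C had a log2 difference of 1.43 (edgeR adjusted p = 0.00639), which no longer passed the threshold with the block (edgeR adjusted p = 0.0848). No difference was shown for H2B-V at 0.47 (edgeR adjusted p = 0.412) or for H4 and H4-VII at 1.72 (edgeR adjusted p = 0.238), and HIST1H2BO had 0 nuclear reads (log2 difference -4.59, edgeR adjusted p = 0.0777). The call for HIST1H2BO depended on the test, since limma on log2(RPKM + 1) gave -2.00 (adjusted p = 0.00431), from 4 and 5 cellular reads.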

The polychromatic erythrocyte, which has ceased replication, had low expression of replication-dependent histone H1 (*HIST1H1C*), H2A (*HIST2H2AC_dup2*), H2B (*HIST1H2BO*, *H2B*-*V*) and H4 (*H4*, *H4*-*VII*). However, expression of replication-independent histone genes (*H3F3C*, *H2AFZ*, *H1F0*) was high.

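The 4 rows of replication-independent histone genes had higher values than all 6 replication-dependent rows. H3F3C was listed on 2 rows, one on chromosome 3 of galGal3 from 18256332 to 18259608 with 1193 ± 17.6 RPKM (SD, n = 2) and one on chromosome 18 from 4698469 to 4700927 with 940.3 ± 23.4 RPKM. H1F0 had 436.7 ± 9.63 RPKM. H2AFZ, on chromosome 4 from 61795246 to 61799527, had 71.0 ± 11.5 RPKM, the lowest value of the group, against 23.3 RPKM for H2B-V, the highest replication-dependent row. The difference of mean log2(RPKM + 1) between the groups was 5.94 (exact permutation of rows, 210 splits, two-sided p = 0.00476, the smallest p these rows allow). The rows are those the paper named as low or high from the same libraries, so their separation was given by the choice of rows and the p-value is no independent evidence of it. The test treats rows as units, which are not independent replicates, and H4 and H4-VII enter as separate rows although they hold the same reads. In nuclear RNA the difference was 4.71 (exact permutation, two-sided p = 0.0333). The groups overlapped there. H2AFZ, with 28.7 ± 6.41 RPKM (n = 2), was below HIST2H2AC_dup2 with 77.3 ± 8.89 RPKM and HIST1H1C with 49.5 ± 8.36 RPKM, by more than their SDs, and below H2B-V with 36.3 ± 15.7 RPKM by less than the SD of H2B-V.

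**Figure D1:**
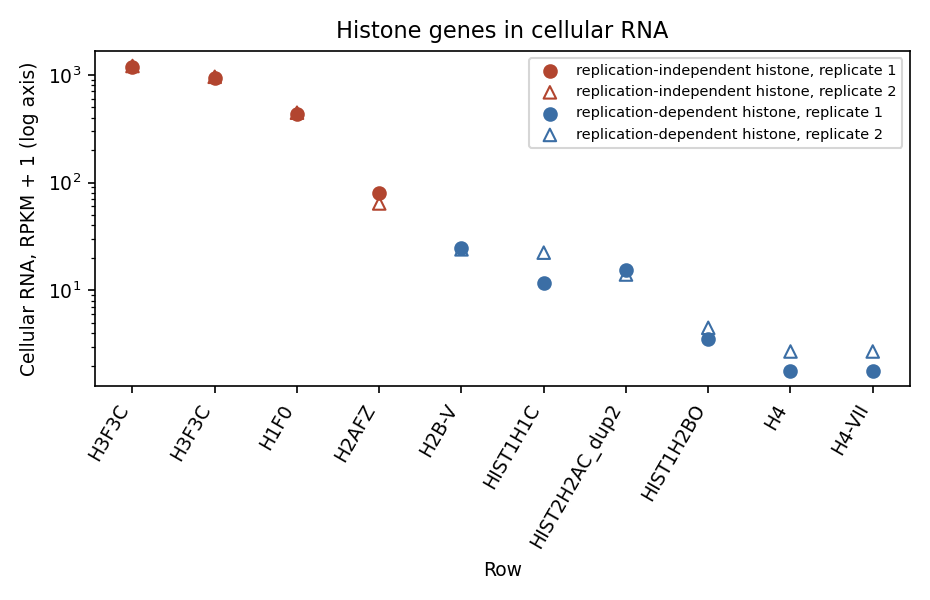
Cellular RNA level of each histone row as RPKM + 1 on a log axis, with replicate 1 as filled circles and replicate 2 as open triangles. The 4 replication-independent rows, down to 71.0 RPKM for H2AFZ, sit above the 6 replication-dependent rows, of which H2B-V is the highest with 23.3 RPKM.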

Chicken erythroid progenitor cells undergo a restructuring of the cytoskeleton during the terminal differentiation program [36]. We observed that the polychromatic erythrocytes expressed several cytoskeleton-associated genes such as *SPTAN1* (spectrin, alpha, non-erythrocytic 1) gene, *EPB41* (protein 4.1), genes (*ANKHD1*, *ANKRD27*) coding for ankyrin repeat domain proteins, and spectrin genes (*SPTAN1*, spectrin, alpha, non-erythrocytic 1 and *SPTBN1*, spectrin, beta, non-erythrocytic 1). However, the polychromatic erythrocytes did not express ankyrin genes (*ANK1*, *ANK2*, *ANK3*), erythrocytic-specific spectrin genes *SPTA1* (spectrin, alpha, erythrocytic 1), *SPTB* (spectrin, beta, erythrocytic), or band 3 gene/anion exchange gene 1 (*SLC4A1/AE1*).

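SPTAN1, on chromosome 17 of galGal3 from 5766712 to 5812561, had 1872 ± 37.2 RPKM (SD, n = 2) in cellular RNA and was at rank 28. EPB41, on chromosome 23 from 2908245 to 2969177, had 694.1 ± 3.37 RPKM at rank 76. ANKHD1, on chromosome 13 from 1443501 to 1544365, had 66.2 ± 3.99 RPKM at rank 770, and ANKRD27, on chromosome 11 from 10541149 to 10580352, had 62.4 ± 3.87 RPKM at rank 812. These 4 genes were in the first 20th-percentile class. The values of ANKHD1 and ANKRD27 differed by less than their SDs. SPTBN1, on chromosome 3 from 2616864 to 2708942, had 1.99 ± 0.283 RPKM from 75 and 56 reads, at rank 2969 in the third class. It was above 0.0957 RPKM, which 3 reads would give on its 8295 nucleotides of exon in cellular replicate 2, and 1 of its 35 exons had more than 10 reads in each replicate.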

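SLC4A1 was listed on 2 rows. One, on chromosome 11 of galGal3 from 3443550 to 3444211, had 1 exon of 661 nucleotides and 2 and 0 reads in cellular replicates 1 and 2, a mean of 0.365 ± 0.516 RPKM (SD, n = 2). In replicate 1, 3 reads on this row would give 1.10 RPKM, and in replicate 2 they would give 1.20 RPKM, and both replicates were below these values. With so few reads, low expression and absence of what this row covers cannot be told apart at this depth. Its nuclear libraries had 1 and 2 reads. The other row, on an unplaced sequence from 8759592 to 8764747, had 0 reads in all 4 libraries, as did each of the 249 rows on random or unplaced sequences. The 2 rows together hold 1430 nucleotides of exon. In the GRCg7b RefSeq annotation SLC4A1 lies on chromosome 27 from 2649798 to 2668681, and neither row had a match there. These rows may therefore miss reads of the gene, and their counts do not exclude its expression at a higher level. Transcripts of ANK1, ANK2, ANK3 and SPTB were not analysed here.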

To determine whether enrichment in F1 chromatin paralleled gene expression levels, the 5479 genes placed in order of their level of expression (Additional file 2) were divided into five 20th-percentile classes in relation to expression level. 

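Divided by rank of mean cellular RPKM, the first 20th-percentile class held 1095 rows and each of the other 4 classes held 1096. The first class ran from 333077 to 43.1 RPKM with a median of 96.3 RPKM. The second class ran from 43.0 to 9.27 RPKM with a median of 20.9, the third from 9.26 to 1.17 RPKM with a median of 3.175, and the fourth from 1.16 to 0.260 RPKM with a median of 0.500. The fifth class ended at 0, and 657 of its 1096 rows had no cellular read, so the order among those rows carries no information. Between the replicates, 79.2% of all rows fell in the same class when each cellular replicate was ranked alone. On a row of 1 kb, 1 read equals 0.242 RPKM in cellular replicate 1 and 0.265 RPKM in cellular replicate 2, so on short rows the 0.260 mean RPKM at the lower end of the fourth class rests on few reads.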

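H1F0 was at rank 129 by mean cellular RPKM, with 436.7 ± 9.63 RPKM (SD, n = 2) from 10750 and 10151 reads. It was at rank 143 in cellular replicate 1 alone and at rank 124 in cellular replicate 2 alone. The row has 6055 nucleotides of exon in the galGal3 annotation, while the gene with the same accession spans 886 nucleotides in GRCg7b. The top 129 rows included 23 rows named as microRNA genes, and without microRNA genes H1F0 was at rank 106. Ranked by mean nuclear RPKM it was at rank 89, the alternative that, among those with the row length as listed, moved it most. All 129 rows had 436.7 RPKM or more.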

For each class, as well as for the top 129 expressors (number chosen to include *H1F0* gene known to be expressed in polychromatic erythrocytes [17]) , sequence enrichment in F1 chromatin was analyzed at the transcription start site (TSS) and termination site (TTS) of each gene (Fig. 2c). The first 20th-percentile group with highest gene expression levels, and even more so the top 129 expressors, showed the highest sequence enrichment in F1 chromatin, while the last two 20th-percentile groups were not enriched, further validating the ability of this salt fractionation method to isolate transcriptionally active chromatin. For all classes, enrichment in F1 chromatin was higher at the TSS than at the TTS, although the difference between F1 enrichments at TSS and TTS was not as marked for the top 129 expressors. The sequence enrichment profile extending over 3 kb on both sides of nucleosome-free TSS demonstrated that solubility of chromatin at physiological ionic strength was not limited to the first nucleosome of the gene as in the case of other chromatin sources (Fig. 2b) [37, 38]. Heatmaps of F1 chromatin DNA-seq reads around the TSS and TTS of the 5479 genes ranked from top to bottom were consistent with the enrichment plots for the quintile classes, showing a marked enrichment for about the top 60 % of expressors around the TSS, but for only about 10 % around the TTS (Fig. 2d).

Regarding the chromosomal location, microchromosomes held 43 % of the genes from the first 20th-percentile group. 

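In the first 20th-percentile class, 475 of the 1095 rows lay on microchromosomes, which the paper defines as chromosomes from 9 upward and W. This was 43.4% of the class (95% Wilson confidence interval 40.5% to 46.3%). In the second class 41.4% of rows lay on microchromosomes, in the third 35.2%, in the fourth 33.5% and in the fifth 27.6%. The fifth class held 232 rows on neither kind of chromosome, against at most 5 in each other class. Among rows on either kind of chromosome, the shares in the 5 classes were 43.5%, 41.5%, 35.4%, 33.6% and 35.0%, so the step down from the fourth class to the fifth was not seen without those rows. Over all 5479 rows the share was 36.2%. With each cellular replicate ranked alone, the share in the first class was 43.3% in both. With chromosomes from 11 upward taken as microchromosomes it was 36.8%, and with rows ranked by mean nuclear RPKM it was 53.2%, the alternative that moved it most. The confidence intervals cover counting error over rows only.

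**Figure D2:**
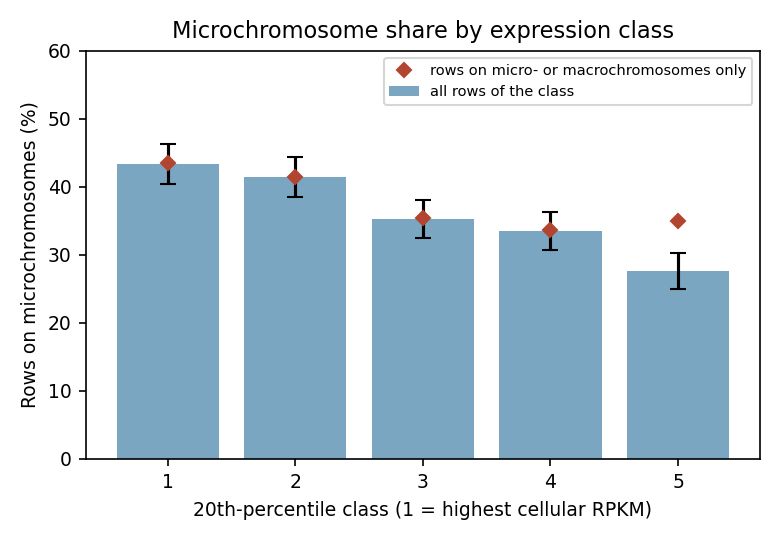
Percentage of rows on microchromosomes in each of the 5 20th-percentile classes of mean cellular RPKM, with class 1 the highest. Bars are shares of all rows of a class, with 95% Wilson confidence intervals as error bars, and fall from 43.4% in class 1 to 27.6% in class 5. Diamonds are shares of the rows on micro- or macrochromosomes only, which are 43.5% in class 1, 33.6% in class 4 and 35.0% in class 5.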

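Macrochromosomes (1 to 8 and Z) held 618 of the 1095 rows in the first 20th-percentile class, which was 56.4%, and 2 rows lay on linkage groups or unplaced sequences. Over all 5479 rows, 3251 lay on macrochromosomes, which was 59.3%, and 244 lay on neither kind of chromosome.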

Slightly more of the actively expressed genes (56 %) in the first 20th-percentile group were located on the macrochromosomes. Thus, the genomic distribution of the most active genes in polychromatic erythrocytes was slightly in favor of the macrochromosomes. 

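The first 20th-percentile class held 618 rows on macrochromosomes and 475 on microchromosomes. The other 4 classes together held 2633 rows on macrochromosomes and 1509 on microchromosomes. Among rows on either kind of chromosome, 43.5% of the first class and 36.4% of the other classes lay on microchromosomes, an odds ratio of 1.34 (two-sided Fisher's exact test, p = 2.56e-05). The test takes rows as units, so it describes these libraries. The odds ratio was 1.32 with chromosomes from 11 upward as microchromosomes and 2.23 with rows ranked by mean nuclear RPKM, the alternative that moved it most. From the larger number of first-class genes on macrochromosomes, the paper concludes that the distribution was slightly in favor of the macrochromosomes.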

To conclude, there was an overall correlation between levels of gene expression and the extent of salt solubility of their associated chromatin.

### Features of salt-soluble chromatin

To compliment the F1 chromatin sequence and transcriptome analyses, we mapped the positions of two active chromatin marks (H3K4me3 and H3K27ac) (Additional file 6). H3K27ac is the signature of active enhancers and promoters [39], while H3K4me3 maps to the 5′ end of the body of active genes in mammals [19, 40, 41]. H3K27ac or H3K4me3 average coverage around the TSS was determined for each of the 20th-percentile classes described above. Both H3K27ac and H3K4me3 were only significantly enriched in the 5′ region of the most highly expressed genes (first 20th-percentile). The average profile was sharper for H3K4me3 than H3K27ac, with H3K4me3 peaking between 0.5 and 1.5 kb downstream of the TSS. Consistent with these data, H3K4me3 and H3K27ac heatmaps spanning 1 kb on each side of the TSS showed enrichment for the top 40 % expressors (Additional file 6).

Genes from the first 20th-percentile group had distinct salt-soluble chromatin organizations. The genes with the highest expression were present in broad salt-soluble chromatin regions, while moderately or poorly expressed genes had the salt-soluble chromatin confined to their 5′ regions. To illustrate the broad salt-soluble domains, we show the chromatin profile of the β-globin locus. Figure 3a shows that salt solubility co-mapped with the well-known 33-kb β-globin domain, as defined by DNase I sensitivity, histone acetylation and CTCF-binding sites marking the boundaries. Moreover, within the domain, F1 enrichment reads paralleled the high acetylation profile [6, 42, 43]. Similar data were obtained for the α-globin locus [4] (data not shown). Beside the abundant β^A^-globin mRNA and low level of antisense transcription (about 1 % of sense transcript), we detected LCR-associated RNAs or enhancer-derived RNAs (eRNAs), which originated from the HS1, HS2 and HS3 sites (Fig. 3a, b). 

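HBG2, the βA-globin row on chromosome 1 of galGal3 from 199436906 to 199442000, had 380975 and 380354 reads in cellular replicates 1 and 2, and 162074 ± 9952 RPKM (SD, n = 2). In nuclear RNA it had 98687 and 54151 reads, and 133028 ± 34020 RPKM (n = 2). The paper's supplementary table lists antisense reads at 0.975% of sense reads for this gene. The other rows of the β-globin domain were far lower. HBE, from 199444835 to 199446373, had 145.5 ± 3.06 RPKM and HBG1, from 199433573 to 199434763, had 138.6 ± 13.7 RPKM in cellular RNA. HBE1 had 3847 ± 507.7 RPKM, but its row, from 199436938 to 199438083, lies within the HBG2 row, and its 7087 reads in replicate 1 were 1.86% of those on HBG2. Reads could be shared among the β-globin genes, so the values of the lower rows are uncertain. RNA from the HS1, HS2 and HS3 sites was not analysed here.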

Attribution of transcriptional activity from β^A/ε^ enhancer was precluded by the massive β^A^ gene transcription. The H3K27ac mark was positioned at HS1, HS2, HS3 and β^A/ε^ enhancer, as well at the promoter and along the body of the β^A^ gene, while H3K4me3 was enriched in the body of the β^A^-globin gene (Fig. 3a). These results demonstrate that the β-globin genes are present in a salt-soluble chromatin domain, with the boundaries of the 33-kb domain defined by a loss of a salt-soluble chromatin structure. The LCR chromatin region is organized into salt-soluble chromatin regions enriched in H3K27ac, with MNase-hypersensitive sites demarcating the boundaries of each region of the LCR.

**Fig. 3:**
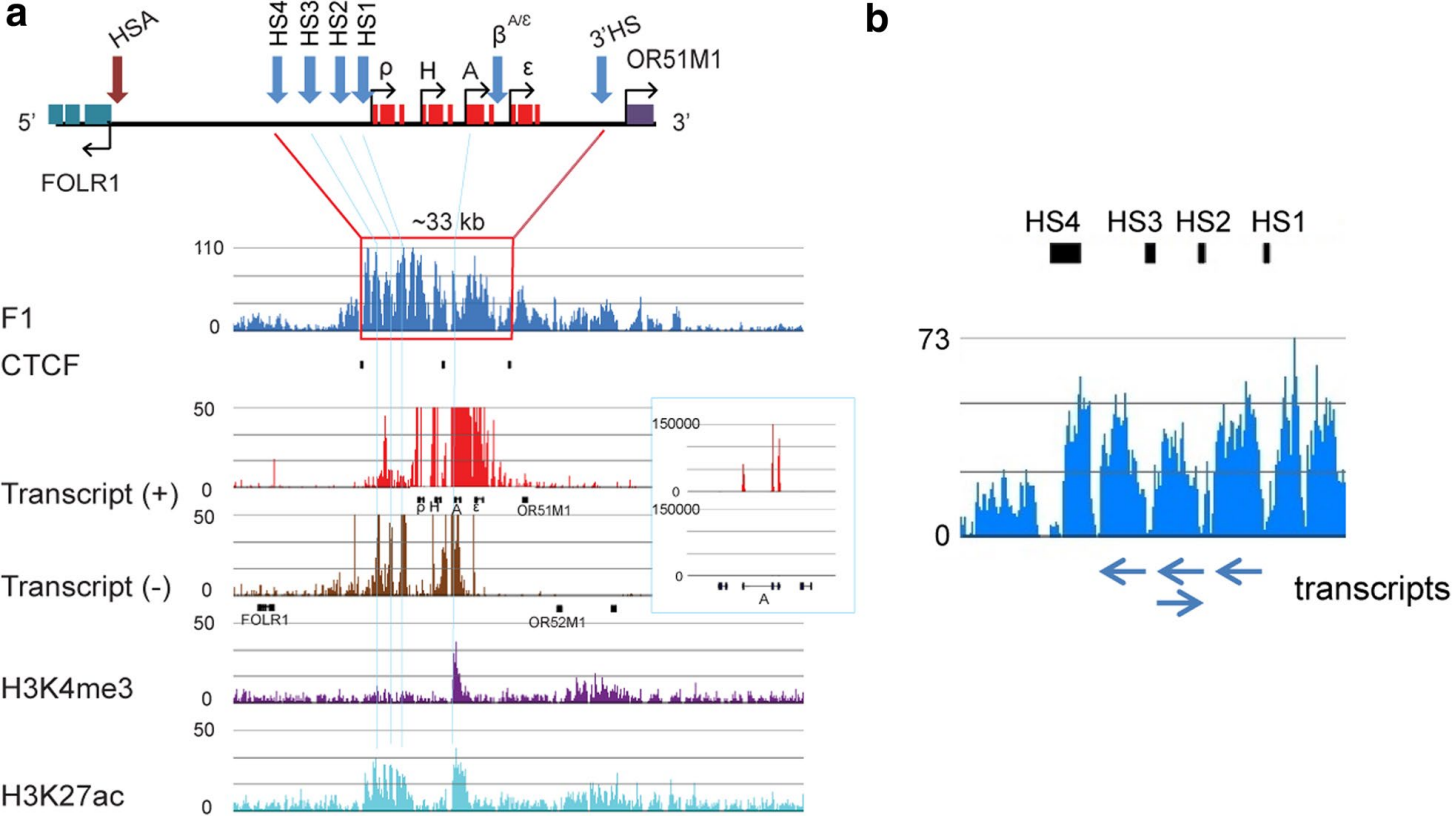
Chromatin profile and transcriptional activity of β-globin domain. **a** Schematic of the β-globin domain, detailing the developmentally regulated β-globin genes and DNAse I-hypersensitive sites (HS4 and 3′HS delimitating the locus). HS1, HS2, HS3 and β^A/ε^ enhancer are collectively known as locus control region (LCR) and regulate the expression of the four β-globin genes. Below the maps, are signal tracks showing DNA enrichment in F1 fraction, CTCF-binding sites (as *vertical bars*), transcripts on (+) and (−) strands and H3 modifications. mRNAs (with exons as *black boxes*) are shown below their template strand. The *inset* to the right shows the level of transcripts on an expanded scale. *Vertical blue lines* illustrate the position within the domain of prominent features (H3K27ac and/or H3K4me3 peaks and eRNAs). **b** Amplification of signal tracks showing F1-enriched DNA and transcribed RNAs in the β-globin LCR region

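By mean cellular RPKM, HBAA was at rank 1 with 333077 ± 39199 RPKM (SD, n = 2), CA2 at rank 13 with 13198 ± 9.67 RPKM, and FTH1 at rank 14 with 10379 ± 0.764 RPKM. IFRD1, on chromosome 1 of galGal3 from 28722344 to 28732937, was at rank 21 with 2693 ± 177.2 RPKM. NCOA4, on chromosome 6 from 3761446 to 3770224, was at rank 23 with 2648 ± 79.0 RPKM. IFRD1 and NCOA4 differed by less than the SD of IFRD1. TFRC, on chromosome 9 from 16044796 to 16053740, was at rank 51 with 1075 ± 15.4 RPKM. ARIH1, on chromosome 10 from 1012292 to 1061448, was at rank 125 with 449.4 ± 9.85 RPKM, and H1F0 was at rank 129 with 436.7 ± 9.63 RPKM. The extent of the salt-soluble domains was not analysed here.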

We looked in detail at the chromatin features of nine other genes among the 129 top expressors and found out that those genes resided in broad salt-soluble chromatin domains: the α-globin *(HBA)* gene (expressor # 1, in a 60-kb domain), *CA2* (expressor # 13, in a 86-kb domain), *FTH1* (expressor # 14, in a 46-kb domain), IFRD1 (expressor # 21, in a 33-kb domain), NCOA4 (expressor # 23, in a 22-kb domain), *TFRC* (expressor # 51, in a 35-kb domain), *ARIH1* (expressor # 125, in a 154-kb domain), *AK2* (not annotated in the galGal3 RefSeq gene database, in a 44-kb domain) and *H1F0* (expressor # 129, in a 48-kb domain).

As to genes associated with a salt-soluble chromatin limited to their 5′ regions, the Circos plot (Fig. 2a) displayed a very high F1 enrichment of chromatin (at approximately 28,000,000) on the sex chromosome Z. This peak was mapped to a region containing two MHM (male hypermethylated) locus genes believed to play a role in localized dosage compensation (Fig. 4). The two genes *ENSGALG00000023324* (transcript: ENSGALT00000038395) and *ENSGALG00000018479* (transcript: ENSGALT00000035390) showed a large increase in expression in gonads of female (ZW) chickens compared to male (ZZ) chickens [44, 45]. They code for uncharacterized proteins of 103 and 60 amino acids, respectively. The *ENSGALG00000018479* gene was found overexpressed in the brain (hypothalamus and thalamus) of 21-day-old females compared to males [44]. Our results show that the salt-soluble F1 chromatin on the chromosome Z identified the presence of the MHM locus genes (Fig. 4).

**Fig. 4:**
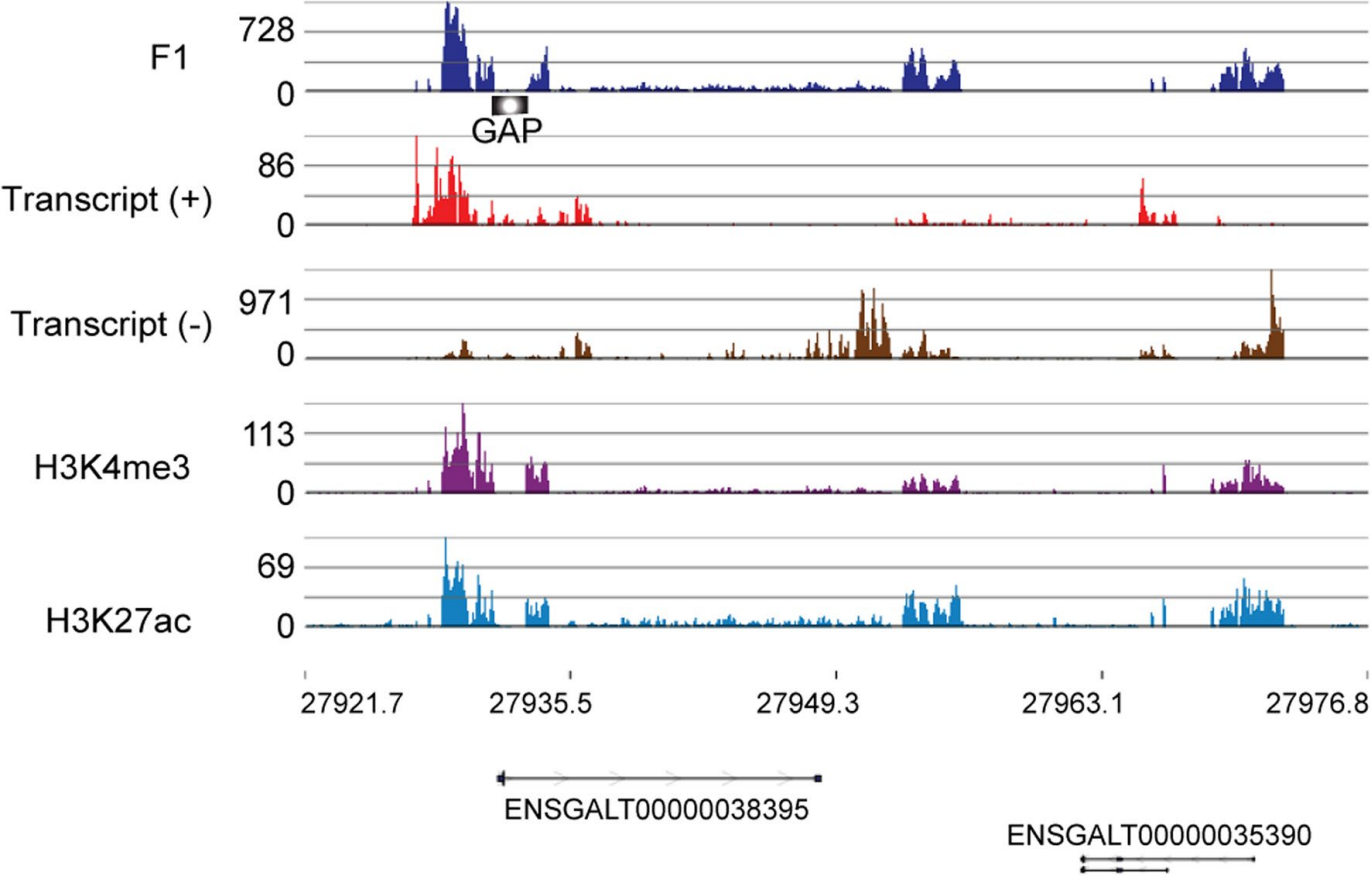
Chromatin profile and transcriptional activity of region of interest on chromosome Z. The positions are indicated in kbs. It should be noted that the dips in the F1-enrichment, H3K4me3 and H3K27ac profiles are due to a gap in the genome sequence

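HDAC2 had 43.7 ± 3.85 RPKM (SD, n = 2) in cellular RNA and was at rank 1080 of 5479, close to the 43.1 RPKM at the lower end of the first 20th-percentile class. PRMT7 had 11.0 ± 1.27 RPKM and was at rank 2090, in the second class. The difference between them was larger than the SDs of the replicates. In nuclear RNA, HDAC2 had 10.1 ± 1.27 RPKM from 18 and 17 reads and PRMT7 had 8.60 ± 1.76 RPKM from 17 and 18 reads, a difference smaller than the SD of PRMT7.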

Other genes with very small region of salt-soluble chromatin at their 5′ end or body were moderately or poorly expressed in chicken polychromatic erythrocytes, e.g., *HDAC2* (histone deacetylase 2) and *PRMT7* (protein arginine methyltransferase 7) (Fig. 5). No particular feature (H3K27ac or H3K4me3) or enhancer-associated chromatin feature could be identified for either gene.

**Fig. 5:**
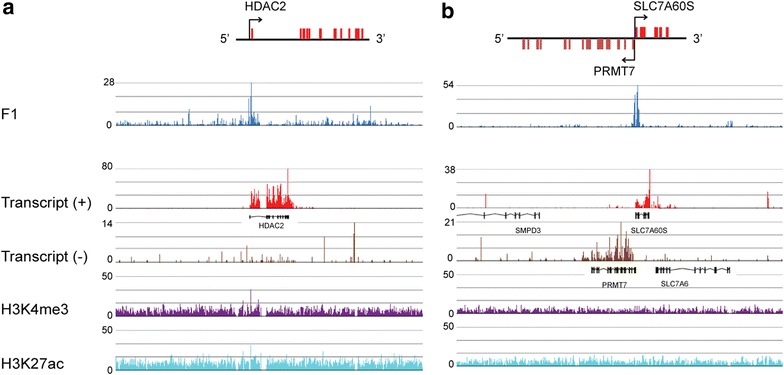
Chromatin profile and transcriptional activity of moderately and poorly expressed genes. **a** *HDAC2*. **b** *PRMT7*

Our results have identified several domains that have extended salt-soluble chromatin domains similar to the α- and β-globin gene domains. The genes with this chromatin organization tend to be highly expressed. A larger number of genes, which are expressed at lower levels, have a salt-soluble chromatin organization confined to the 5′ end of the gene.

## Discussion

Our results demonstrate that the broad dynamically acetylated, salt-soluble chromatin domain organization of the α- and β-globin genes is a characteristic of many highly expressed genes in the chicken polychromatic erythrocytes. The boundaries of the salt-soluble chromatin containing the α- and β-globin genes mapped precisely with the boundaries defined by highly acetylated histones (H3K9/14ac; acetylated H4). For highly expressed genes, the broad salt-soluble, dynamically acetylated regions were present 5′ and 3′ to the TSS and sustained to lesser extent around the TTS. It is possible that the antisense transcripts are a feature of the highly acetylated chromatin state of these genes. It is of note that antisense transcripts for the α- and β^A^-globin genes have been reported previously [7, 46]. Less actively expressed genes have highly acetylated F1 chromatin regions restricted to their 5′ ends. This restricted highly acetylated domain is typical of mammalian genes [3].

The majority of the polychromatic erythroid chromatin is highly condensed due to the excessive amount of histone H5 and the low acetylated state of the bulk of chromatin. Nevertheless, we find that the genomic distribution of the H3K4me3 at the 5′ of the coding region of expressed genes and the presence of H3K27ac at enhancers and LCR are typical of mammalian cells. It is also noteworthy that the repressive environment in chicken polychromatic erythrocytes also facilitated its transcriptome characterization. Typically, high-throughput sequencing of steady-state cellular RNA is not a suitable method to detect the rarer and/or less stable transcripts, resulting from antisense transcription or originating from enhancers [47, 48]. However, cellular RNA-seq analyses allowed us to identify such transcripts. For the β^A^-globin LCR, we observed transcripts originating from HS1, HS2 and HS3 sites. This is in contrast to human erythroid cells in which RNA polymerase II-mediated transcription from one of the LCR elements goes in the globin mRNA sense direction [49, 50]. The transcription in chicken polychromatic erythrocytes occurred on the (−) strand from HS2 and HS1 and in both directions from HS3. In contrast to the other LCR-hypersensitive sites (HS2, HS3 and β^A/ε^), HS1 does not have independent enhancing activity [51], but is likely to play a role in transcription regulation as it presents the traits of an active enhancer.

Studies on the organization of chicken chromosomes show that microchromosomes are gathered within the nuclear interior, while macrochromosomes are located at the periphery of nuclei in both cycling fibroblast and non-proliferating neurons, suggesting that this radial arrangement may exist in erythrocytes [32]. On the other hand, Hutchison and Weintraub reported that the DNase I-sensitive chromatin was located on the periphery of chromosomal territories, along interchromatin channels in chicken erythrocytes [52]. Regardless of gene chromosomal location, transcriptionally active/poised chromatin domains likely share a similar compartmentalization, looping out of their chromosome territories [52, 53]. The solubility and location of the transcriptionally active chromosomal domains in the nuclear environment ensures their ready access by transcription factors and chromatin modifying and remodeling factors.

Chicken has long been recognized as a model system to study the organization and function of a vertebrate genome [54]. Its genome is almost three times smaller than the human genome, but has about the same number of genes, with 60 % of them having a single human ortholog. Moreover, there are long blocks of conserved synteny between the chicken and human genomes [33]. In terms of chromosomal organization of genes, the human genome is closer to the chicken than to rodents. Additionally, following 310 million years of separate evolution, conserved noncoding sequences are likely to highlight functional elements in both chicken and human genomes [33]. Thus, our studies supply valuable information on the structural and functional organization of the chicken polychromatic erythrocyte epigenome and may also provide insights into the human erythrocyte genome organization.

## Conclusions

One to two percent of the chicken polychromatic erythrocyte epigenome is associated with dynamically acetylated histones. As the salt solubility of chromatin containing expressed genes depends on the state of the dynamically acetylated histones, we would expect that a similar percentage of the polychromatic erythrocyte chromatin would be soluble at physiological ionic strength. We show that expressed genes are organized in broad dynamically highly acetylated, salt-soluble chromatin domains containing at least one highly expressed gene or in narrow dynamically acetylated, salt-soluble chromatin regions restricted to the 5′ end of moderately or poorly expressed genes. The bulk of the genome is highly compacted and silent. The genomic mapping of salt-soluble chromatin domains will aid in the annotation of genes expressed in erythroid cells.

## Methods

### Isolation of chicken erythrocytes

Polychromatic erythrocytes were isolated from anemic female adult white Leghorn chickens as described [23]. Ethical approval was obtained from the University of Manitoba Animal Care Committee. All methods involving the use of chicken were approved by the committee and carried out in accordance with its guidelines and regulations. The birds were purchased through Central Animal Care Services, University of Manitoba and were housed under standard conditions. A biological sample consisted of a pool of red blood cells from 11 to 12 anemic chickens (see Additional file 7 for age and weight ranges).

### Salt fractionation

Chicken polychromatic erythrocyte nuclei were prepared as described [23, 28]. The equivalent of 50 A_260_ nuclei were incubated with 1.5 unit of micrococcal nuclease (Worthington Biochemical Corporation) for 12 min at 37 °C, and the digestion was stopped by the addition of EGTA to 10 mM. Chromatin fragments soluble in a low ionic strength solution containing 10 mM EDTA were recovered in fraction S_E_. Chromatin fraction S_E_ was made 150 mM in NaCl, and chromatin fragments from the salt-soluble fraction (S_150_) were size-resolved on a Bio-Gel A-1.5 m column to isolate the F1 fraction containing polynucleosomes [24].

### ChIP-seq assays

ChIP-seq assays, using antibodies against H3K27ac or H3K4me3 from Abcam, were done as previously described [24, 55], except that chicken polychromatic erythrocyte nuclei were treated with 0.5 % formaldehyde and chromatin was sheared into 200-bp fragments. See Additional file 8 for details regarding sequencing data.

### Sequencing and mapping of data

DNA libraries and strand-specific (100–250 nucleotides) RNA libraries (prepared with the SOLiD Total RNA-Seq kit) were sequenced on the 5500 × l SOLiD™ System [55]. Single-end sequence reads of 50 bp in length were generated from the S_E_ control sample and two biological replicates of F1 (F1-1 and F1-2) chromatin. In total, 70–80 % of these color-space sequence reads were mapped to the chicken reference genome galGal3 using the LifeScope™ Genomic Analysis Software 2.5.1 (Life Technologies). Mismatch penalty of -2 and a minimum mapping quality score of 8 were applied in mapping parameter settings. See Additional file 8 for details about F1 and S_E_ tracks.

Two biological replicates of cellular RNA-seq generated a total of 120 million paired-end (50 × 35 bp) sequence reads, and more than 85 % of these reads were mapped to the genome. 110 million paired-end reads were generated from two nuclear RNA-seq samples. More than 85 % of these paired-end reads were mapped to the genome. The sense and antisense RNA track data were extracted from BAM files using SAMtools [56]. See Additional file 8 for details about Transcript (+) and Transcript (−) tracks.

H3K27ac and H3K4me3 ChIP-seq produced approximately 30 and 24 million sequence reads, respectively, and more than 65 % of these sequences were mapped to galGal3 with an average mapping quality value of 63. We also generated 32 million sequence reads from the input sample.

The mapped BAM or WIG files were visualized using tools from the Integrative Genome Viewer (IGV), UCSC Genome Browser, or Partek Genomic Suite v6.6. The genes were annotated using Ensembl transcripts database release-70 or UCSC RefSeq genes.

### RNA isolation and real-time RT-qPCR analysis

Total RNA was isolated from polychromatic erythrocyte cells, and nuclear RNA was isolated from nuclei using the RNeasy Mini kit (QIAGEN) according to manufacturer’s instructions. Complementary DNA was generated from total RNA (800 ng) using the iScript cDNA Synthesis kit (BioRad) following the manufacturer’s specifications. SsoAdvanced universal SYBR^®^ Green supermix (BioRad) was used to perform real-time PCRs using 5 ng of cDNA on a CFX96 Touch™ Real-Time PCR Detection System (BioRad). The primers used for RT-PCR are listed in the Additional file 9. The RNA levels were normalized against 18S rRNA.

### Active chromatin detection and genomic distribution

We applied a clustering approach (SICER) [57] for identification of islands of DNA-seq enrichment using F1 DNA-seq-mapped BAM files as inputs. The window and gap sizes were chosen to be 1 kb each. The S_E_ DNA-seq data were used for background subtraction. We found a total of 9466 islands with FDR < 0.1. The island scores were transformed to *z*-scores = (*x* − *m*)/*σ* where (*x*) is the island score, (*m*) is the mean of all island scores and (*σ*) is the standard deviation of all island scores. The z-scores were plotted to the galGal3 genome using Circos [58].

### Chromatin profiling of transcriptionally active genes

Transcriptional levels were detected using the LifeScope whole-transcriptome mapping module. We used the reads per kilobase per million (RPKM) to assign gene transcription levels. The cellular RNA-seq duplicates were averaged for each gene, and these values were used to classify galGal3 RefSeq genes into five 20 percentile groups. The cis-regulatory element annotation system (CEAS) [59] was used to profile these five gene lists against the F1 DNA-seq data. The profiles for regions spanning 1 kb on each side of TSS and TTS were plotted. The F1 DNA-seq data extracted at TSS and TTS regions (−1 to 1 K) of ranked genes were displayed per 10-base bin on heatmaps by a R script.

## Data availability

The sequencing data are available from GEO under accession number GSE75955.

## Additional files

10.1186/s13072-016-0068-2 **a** Fractionation of avian erythrocyte chromatin. Chicken polychromatic erythrocyte nuclei were incubated with micrococcal nuclease, and chromatin fragments soluble in a low ionic strength solution containing 10 mM EDTA were recovered in fraction S_E_. Chromatin fraction S_E_ was made 150 mM in NaCl, and chromatin fragments from the salt-soluble fraction (S_150_) were size-resolved on a Bio-Gel A-1.5 m column to isolate the F1 fraction containing polynucleosomes. **b** β-globin and ovalbumin F1 and S_E_ chromatin profiles. The DNA from F1 and S_E_ chromatin fractions isolated from chicken polychromatic erythrocytes was sequenced. The signal tracks show DNA enrichment for β-globin on chromosome 1 and OVAL (ovalbumin) on chromosome 2.
10.1186/s13072-016-0068-2 Gene ranking according to expression levels in chicken polychromatic erythrocytes. All 5479 genes from the galGal3 RefSeq database were placed in order of their level of expression (mean RPKM from two biological samples) and were then divided into five 20th-percentile classes in relation to expression level. First 20 %-ile (*red filled*), second 20 %-ile (*green filled*), third 20 %-ile (*blue filled*), fourth 20 %-ile (*dark blue filled*) and fifth 20 %-ile (*violet filled*).
10.1186/s13072-016-0068-2 Validation of RNA-seq data by RT-qPCR. Comparison of RPKM values from RNA-seq analyses with RNA levels determined by RT-qPCR assays for specific genes. Transcript levels were normalized to 18S rRNA levels. * Three RT-qPCR assays were done on three different RNA preparations from Sample 3.
10.1186/s13072-016-0068-2 Transcriptional activity determination by cellular and nuclear RNA-seq. **a** Signal tracks showing DNA enrichment in F1 fraction for β-globin (HBB) locus and transcripts on (+) and (−) strands from cellular and nuclear RNA are shown. mRNAs (with exons as black boxes) are shown below their template strand. **b** Same for H5. **c** Correlation of the cellular and nuclear RNA-seq data. Unit on both axes is log_2_ RPKM, with RPKM being the average of two biological repeats.
10.1186/s13072-016-0068-2 Sense and antisense transcript reads for the 1095 genes from the galGal3 RefSeq database belonging to the first 20th-percentile. 
10.1186/s13072-016-0068-2 H3K4me3 and H3K27ac profiles as a function of gene expression. TSS-centered profiles were divided into quintile classes based on gene expression levels (Additional file 2). Below, heatmap spanning 1 kb on each side of TSS and TTS of all genes ranked from top to bottom, according to their expression levels (Additional file 2).
10.1186/s13072-016-0068-2 Description of polychromatic erythrocyte sample sources. Each sample consisted of red blood cells collected from 11 to 12 anemic chickens: age and weight ranges.
10.1186/s13072-016-0068-2 Table with information regarding all sequencing tracks shown in this study (total read counts, mapped read counts, MAPQ threshold and median, percentage of reads uniquely mapped).
10.1186/s13072-016-0068-2 Primers for RT-qPCR analyses.

## Abbreviations

ChIP: chromatin immunoprecipitation
eRNA: enhancer-derived RNA
F1 chromatin: salt-soluble fraction containing polynucleosomes
H3K4me3: histone H3 trimethylated at lysine 4
H3K27ac: histone H3 acetylated at lysine 27
seq: sequencing

# Supplementary material for: The chicken erythrocyte epigenome
**Source:** Epigenetics Chromatin. 2016 May 24;9:19. doi: 10.1186/s13072-016-0068-2
**Supplement:** Supplementary file 9 — 10.1186/s13072-016-0068-2 Primers for RT-qPCR analyses.

**Primers for RT-qPCR assays**

| Primers | Sequences |
| --- | --- |
| HBG2-F  HBG2-R | 5'-GGCAAGAAAGTGCTCACCTC-3'  5'-GCTTGTCACAATGCAGTTCG-3' |
| FTH1-F  FTH1-R | 5'-ATTTTGACCGGGATGATGTG-3'  5'-TGGTTTTGCAGCTTCATCAG-3' |
| CA2-F  CA2-R | 5'-AGCCCCTCAGCTTCAGCTAC-3'  5'-ACTTGTCGGAGGAGTCGTCA-3' |
| HDAC2-F  HDAC2-R | 5'-TATGGACAAGGGCATCCAAT-3'  5'-CACGTAAATTTCCATTTTCCTGT-3' |
| PRMT7-F  PRMT7-R | 5'-TTCTCAACCCAAATCCATCC-3'  5'-GCGTGGTTTGCTGAGAGC-3' |
| 18S-F  18S-R | 5'-GTAACCCGTTGAACCCCATT-3'  5'-CCATCCAATCGGTAGTAGCG-3' |

How the deposited data were processed for this re-analysis (not part of the article)

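Cellular RNA and nuclear RNA of chicken polychromatic erythrocytes were measured by strand-specific RNA-seq in 2 libraries each, from cell samples s1 and s2, which are replicates 1 and 2. Each cell sample was a pool from 12 chickens. The authors mapped the reads to galGal3 with LifeScope and deposited, for each of 5479 RefSeq rows, the read count on its exons, without normalization. The authors also deposited an RPKM value for each row, which is the count divided by the exon length in kilobases and scaled to the reads counted on the rows. The deposited tables further give the number of exons and the number of exons with more than 10 reads.

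The counted reads summed to 4141924 and 3792408 in cellular replicates 1 and 2, and to 1062454 and 839389 in nuclear replicates 1 and 2. The RPKM denominators, computed from the highest row of each library, were 4129944, 3780044, 1055878 and 835168 reads. One read on 1 kb equals 0.242, 0.265, 0.947 and 1.20 RPKM in these 4 libraries, so low values are less precise in nuclear RNA.

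The mean RPKM of both replicates was computed for each row, rows were ranked by mean cellular RPKM, and the ranking was divided into 5 classes. Correlations were computed on log2 RPKM over rows above 0. The fixed design named limma on log2(RPKM + 1) for the comparison of nuclear with cellular RNA, since RPKM alone was foreseen. Because the tables also hold counts, the comparison was made by edgeR's quasi-likelihood test with TMM normalization, over the 3976 rows at or above 1 RPKM in at least 2 libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05. The limma fit was kept as an alternative. The common dispersion was 0.0238. A fit with the cell sample as a block was made beside it. Standard errors given with edgeR's log2 differences were derived, as the size of the difference divided by the square root of its F statistic. On simulated counts with 200 changed rows, edgeR called 193 of them and 16 unchanged rows, DESeq2 called 170 and 3, and limma called 173 and 34. For edgeR and limma, unchanged rows were a larger share of the calls than 0.05. The changed rows had no low counts, the same size of change, as many up as down, and the same dispersion. In the data 2440 rows passed the threshold, so the simulation does not give the error rates of this comparison. Histone genes and RT-qPCR values were compared by exact permutation, and chromosome shares by Fisher's exact test with Wilson intervals.

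The genes named are those the paper names in its results, the 10 rows with the highest mean cellular RPKM, and the 5 rows with the largest log2 difference in each direction among those past the threshold whose nuclear values both lay above, or both below, both cellular values. This rule was written for limma and applied to edgeR. Other genes are named only in tests of the closing section. By accession, 5047 rows (92.1%) matched the GRCg7b RefSeq annotation, which was used for present symbols and gene spans. No galGal3 genome was used here. RT-qPCR and antisense values are the paper's.

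The tools were R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. Alternatives covered the pseudocount, the filter on low values, the normalization, the test, the replicate block, microRNA genes, repeated gene names, the definition of microchromosomes and leaving out each replicate. Chromatin fractions, histone marks and enhancer RNAs were not analysed here.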

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

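Of the tests below, those on small nucleolar RNAs and on reads counted on more than 1 row were chosen only after the result was seen. No biological explanation was tested for the microRNA and HBE1 rows.

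MIR3528 had a mean of 162885 RPKM in cellular RNA, above HBG2 by less than its SD, a row the paper lists in its ranking and does not discuss. It had 77006 and 47735 cellular reads on 96 nucleotides. Of the 505 rows named as microRNA genes, 23 were among the top 129. A candidate explanation for the high microRNA rows is reads from other small RNAs under the same accessions. In the GRCg7b annotation 4 of the 21 matched microRNA rows in the top 129 are named as small nucleolar or Cajal body RNAs, against 1 of 439 other matched microRNA rows (two-sided Fisher's exact test, p = 1.58e-05). The 4 rows are MIR1563, MIR3535, MIR1434 and MIR3540. MIR3528 keeps its microRNA name there, so this test gives no explanation for that row.

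HBE1 had a mean of 3847 RPKM in cellular RNA at rank 19. The paper lists it in its ranking and does not discuss it under this name. The paper's background states that polychromatic erythrocytes lack expression of the βH-globin gene. Which row holds that gene was not determined here. The HBE1 row lies within the HBG2 row in galGal3. In GRCg7b the matched genes lie apart, HBE1 from 196007679 to 196008907 and HBBA, matched to HBG2, from 196004356 to 196005887. A candidate explanation is reads counted on more than 1 row. The counts summed to more than the RPKM denominator in each library, and the reads of HBE1 and BF1 together made up 85.8% of that excess in nuclear replicate 2, the lowest of the 4 libraries, and 94.0% in cellular replicate 1. HBE1 alone made up 59.2% and 63.3% of the excess in cellular replicates 1 and 2, but 15.3% and 11.4% in nuclear replicates 1 and 2, where most of it was from BF1 on chromosome 16. In nuclear RNA the test therefore says little about HBE1. How much of the HBE1 value comes from its own transcripts cannot be told from these counts.

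Between nuclear and cellular RNA, 2440 of the 3976 tested rows differed by edgeR's quasi-likelihood test, a comparison the paper does not report. The nuclear libraries had fewer counted reads. With the cellular counts thinned to the nuclear depth, 2086 rows passed the threshold, 1055 higher in nuclear RNA and 1031 higher in cellular RNA. Lower depth alone therefore does not account for a number of this size. These totals do not show how many of the 2086 rows were among the 2440. Each kind of RNA was a separate preparation, and a difference between library batches cannot be told apart from the kind of RNA.

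HSP25 had a log2 nuclear to cellular difference of 5.73 (edgeR adjusted p = 1.15e-09), the largest among the top 129 rows, for which it was picked. It had 2611 and 2516 cellular reads and 44483 and 31626 nuclear reads. HSPA2, another heat shock row, had a log2 difference of 1.85. The 3 globin rows took between 22.0% and 39.2% of the counts of a library. Without them the log2 difference of HSP25 was 5.70, but TMM normalization already takes account of such rows, so this could hardly have come out otherwise. On library totals without TMM it was 5.94. Induction of stress genes while nuclei were prepared was tested on a list of 47 other heat shock and immediate early genes, of which 20 rows were tested. Their median log2 difference was 0.61, above 92.8% of 10000 random lists matched on mean expression, which is short of the 95% set before the test. The median of the random lists was -0.19. Of the 20 rows, 15 had a positive difference and 10 of these passed the threshold. The list thus leans toward nuclear RNA without reaching the level set, so induction during preparation was neither shown nor excluded, and retention of these transcripts in nuclei was not tested.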

How the results depend on the processing

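The alternatives were set before the data were examined, apart from 5 chosen after seeing the data: library totals without TMM, DESeq2, leaving out rows on random and unplaced sequences, leaving out rows with 0 reads in all libraries, and the GRCg7b span of H1F0.

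The odds ratio for microchromosomes stayed above 1 and past its threshold under all 9 alternatives tried, from 1.31 to 2.23. The histone comparison kept its direction and threshold under all 5 alternatives, from 4.71 to 6.39. The number of genes higher in nuclear RNA stayed within 1.5 times of 1129 under all alternatives, from 771 with the replicate block to 1578 with each library centred on its median. The number higher in cellular RNA ranged from 837 to 1485 around 1311. Only the limma fit with each library centred on its median, with 837, was beyond 1.5 times, and the cause was not tested. Which kind of RNA held the larger number also changed between alternatives. On library totals without TMM it was nuclear RNA, with 1272 rows against 1142. By DESeq2 it was cellular RNA, with 1042 rows against 841. Counts with a replicate left out were not made, since they would leave 1 library of a kind.

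The cellular-nuclear correlation of 0.832 was 0.802 with a pseudocount of 0.01, 0.775 for genes at or above 1 RPKM in both and 0.871 on the linear scale, and ran from 0.808 to 0.832 with each replicate left out. The cellular replicate correlation of 0.977 was 0.984, 0.956 and 0.915 with pseudocounts of 1, 0.1 and 0.01, 0.985 for genes at or above 1 RPKM, 0.947 by Spearman and 0.970 on the linear scale. The nuclear replicate correlation of 0.944 was 0.936, 0.879 and 0.827 with the same pseudocounts, 0.955 for genes at or above 1 RPKM, 0.879 by Spearman and 0.917 on the linear scale. The cause was not tested for these correlations.

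Both cellular replicates ranked alone gave a microchromosome share of 43.3%, so the SD between them was 0 and any change at all exceeded it. It was 36.8% with chromosomes from 11 upward, 43.2% without unplaced and linkage-group sequences, 42.6% without microRNA genes, 43.2% with one row per gene name, 53.2% ranked by nuclear RPKM, 43.0% without rows on random sequences and 42.9% without rows with 0 reads in all libraries. The rank of H1F0 was 106 without microRNA genes, 89 by nuclear RPKM and 21 with its GRCg7b span, and from 124 to 143 with each cellular replicate left out. The antisense share of 1.01% was 1.04% as the mean over genes and 0.921% from summed reads. The rank correlation with RT-qPCR rose from 0.900 (exact permutation, p = 0.0833) to 1 with nuclear RPKM (exact permutation, p = 0.0167), although the RT-qPCR used total RNA. The cause was not tested for these values.

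For the 51 named rows with a test, 797 values were computed under alternatives. Of these 674 stayed the same, 41 no longer passed the threshold, 16 newly passed it, 40 moved by more than the replicate spread with a replicate left out, and 26 changed sign. None of the 11 rows that changed sign passed the threshold in the edgeR fit without the block, and the cause was not tested. With each library centred on its median the log2 difference was 0.084 for HBG2, 0.33 for SPTBN1, 0.35 for H3F3C on chromosome 3, 0.39 for MIR3535, 0.24 for ARIH1, 0.055 for PRMT7 and 0.46 for MIR3536. For genes at or above 10 RPKM it was 0.16 for H3F3C, 0.27 for MIR3535, 0.039 for ARIH1 and 0.35 for MIR3536. On library totals without TMM it was 0.093 for MIR3535 and 0.18 for MIR3536. MIR3536 was also at 0.026 by DESeq2 and at 0.067 by limma with trend, without trend and with pseudocounts of 0.1 and 10. H4 and H4-VII were at -0.39 with a pseudocount of 0.1 in limma, TFRC at -0.0082 with no filter and PRMT7 at 0.0018 with quantile normalization. With each replicate left out in turn, H2B-V ran from -0.10 to 0.89, SPTBN1 from -0.55 to 0.010, MIR3535 from -0.72 to 0.28 and MIR3536 from -0.70 to 0.40. Depth limits the low nuclear rows, where 1 read on 1 kb equals 0.947 and 1.20 RPKM.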

Differences from the paper's values

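None of the values set beside the paper's under the main settings differed by more than 1.5 times, and the cellular-nuclear correlation differed by less than the spread between replicates. These values were computed from the authors' own RPKM values and supplementary tables, so their closeness is no independent reproduction. The paper's correlation is 0.82 and the value here is 0.832.

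The paper states that the most active genes were distributed slightly in favor of the macrochromosomes. In number, 618 rows of the first class lay on macrochromosomes and 475 on microchromosomes. Relative to the other 4 classes, the first class held more rows on microchromosomes, with an odds ratio of 1.34 (two-sided Fisher's exact test, p = 2.56e-05).

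The paper lists SPTBN1 among expressed genes and the replication-dependent histone genes among those with low expression. SPTBN1 had 1.99 RPKM in cellular RNA, below H2B-V with 23.3 RPKM, HIST1H1C with 16.0 RPKM and HIST2H2AC_dup2 with 13.7 RPKM. It was also below HIST1H2BO with 3.01 RPKM, but above H4 and H4-VII, which hold the same reads, with 1.24 RPKM.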

Other observations

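Of the tests below, those on random sequences, on antisense reads and on the length of H1F0 were chosen only after the result was seen.

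All 249 rows on random or unplaced sequences had 0 reads in each of the 4 libraries, against 281 of the 5230 placed rows. From placed rows of the same exon length, 22.6 rows with 0 reads would be found among them. A candidate explanation is that reads were not mapped to or counted on these sequences. For 73 of these rows the same transcript also has a placed row, and 69 of those placed rows had reads, so silence of the genes does not explain the rows without reads there. Whether reads matching both places were counted on the placed row was not tested. The rows made up 22.7% of the fifth 20th-percentile class.

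The first 20th-percentile class held more rows on microchromosomes than the other classes, with an odds ratio of 1.34. Within 10 strata of exon length the Mantel-Haenszel odds ratio was 1.37, so exon length does not explain it. Without rows on random and unplaced sequences it was 1.33, but only 19 of those 249 rows lie on either kind of chromosome, so this could hardly have come out otherwise. Without all 530 rows that had 0 reads in every library, an alternative chosen after seeing the data, it was 1.31 (two-sided Fisher's exact test, p = 2.08e-04). GC content was not tested, since no galGal3 genome was used here, and the pattern cannot be told apart from it.

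Imperfect strand assignment in the libraries would make antisense reads proportional to sense reads, with a slope of 1 on the log scale. In the paper's table the slope was 0.955 (95% confidence interval 0.946 to 0.963), and 0.933 without the 3 globin rows. The slope is from a Poisson model across genes with its errors widened by the Pearson dispersion of 3.49. Strict proportionality was not met under this model. The slope was still close to 1, so imperfect strand assignment is not excluded as the source of most antisense reads. An assignment error that differs between genes was not tested. The paper's table has no replicates. The pooled share was 0.900%, 1.08% and 1.04% from the third of genes with the most sense reads to the third with the fewest.

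H1F0 has 6055 nucleotides of exon in the galGal3 row and a span of 886 nucleotides in GRCg7b. With that span in place of the row length its rank was 21. The rise follows from the lengths by arithmetic, and the counts do not show where in the row the reads lie, so it cannot be told whether the row length lowered the rank.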
